A study of Homo sapiens with 12 samples.

How the data were processed

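The library was measured in teloHAEC, a human aortic endothelial cell line immortalised with telomerase. Self-transcribing active regulatory region sequencing (STARR-seq) places each candidate DNA fragment inside the transcribed part of a reporter gene, so that the amount of a fragment in RNA, relative to its amount in the plasmid pool, reads its regulatory activity. Per the labels' protocols, plasmid at 150 µg per ml of cell suspension was electroporated in 3 independent replicate experiments, and after 24 h of recovery the cells of each experiment were divided into a mock-treated control, a group given interleukin 1β (IL1β, 10 ng/ml) for 6 h and a group given it for 24 h. The protocols state a harvest at 48 h after transfection, and how the shorter stimulus was fitted into that time is not given in the sources used here. Reporter RNA was reverse transcribed with a primer carrying a 10 nt unique molecular identifier (UMI), amplified across a splice junction of the reporter so that plasmid DNA contributed little, and sequenced as 37 bp paired-end reads, per the labels' protocols. Per the labels, the plasmid pool was sequenced from aliquots of 10, 20 and 50 ng, here called the Input libraries.

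The authors deposited 1 table of raw counts per fragment, with a column for each of the 12 libraries (4 groups of 3); all 12 columns were used. The submitters' processing notes name UMI-tools, STAR, featureCounts and Subread 1.6.5 and the genome build hg19, without their role or order. Whether the deposited counts are reads or UMIs is not given in the sources used here. If they are reads, copies made by PCR are not independent molecules, so intervals and floors from counts cover counting error only. The table gives for each fragment a sequence, a barcode of 2 bases and, for most, hg19 coordinates, which are printed as the table gives them. It holds 59976 fragments, of which 59257 have coordinates, 100 are scrambled controls and 619 have neither. Most fragments, 59941, are 198 bases long. Fragments are named F and pairs of fragments P, each numbered in the order of the deposited table. Fragments of the same coordinates form a window, and there are 25468 windows. An allele pair is 2 fragments of the same window and length whose sequences differ by exactly 1 base. There are 28355 such pairs, covering 25786 variants, and 2246 variants have more than 1 pair. The table does not say which base is the reference, so allele effects are given as the later-listed fragment over the earlier-listed one, and a substitution such as G99A gives the base of the earlier-listed fragment, the position counted from 1 at the first base of the fragment, and the base of the later-listed one. A further 91 pairs hold the same sequence under different barcodes. No column names an rs number, so the variants chosen in advance by rs number could not be looked up.

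Depth ranged from 18533606 to 20498220 counts per Input library and from 1731776 to 4615371 per RNA library. Across replicates the chi-square per degree of freedom of fragment counts was 0.845 to 0.997 between Input libraries, so these differed by no more than sampling noise, against 1.59 to 1.80 in control, 1.99 to 2.34 at 6 h and 1.55 to 1.97 at 24 h. The 3 Input libraries were therefore counted as 1 sample wherever a mean, a standard deviation (SD) or n is given. The tests below were fixed before this was seen and kept the Input libraries as 3 columns. For the numbers of fragments and pairs called, the fits with Input summed into 1 column are given beside them. Sequence sets, locus sets, motif tests of alleles and the agreement of variants are given for the 3 columns only. The labels describe the RNA replicates as separate transfections of 1 cell line, and the tests of IL1β, fitted on RNA alone, use the spread between them. In the fits of activity and alleles RNA and Input share 1 spread. Estimated per group, the median quasi-dispersion of allele counts was 0.82 in Input, 1.35 in control, 1.52 at 6 h and 1.43 at 24 h, so p-values of these fits understate the spread between transfections.

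Before the data were examined, the groups, tests, gene lists, motifs and most alternatives were fixed. The tests were run with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood F tests on the deposited counts with normalisation by the trimmed mean of M values (TMM) and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Normalised values are given as CPM, counts scaled by library size and the TMM factors of the fit. Activity was tested for each RNA group against Input, over fragments with a mean of at least 10 counts in Input. The effect of IL1β was tested in 1 fit of the 9 RNA libraries, over fragments with a mean of at least 10 counts there. Allele effects were tested in 1 fit with a column per allele and library and with library as a term, as the log2 ratio of the alleles in RNA minus that in Input; a difference of allele effects between IL1β and control was tested as the interaction. Each allele needed a mean of at least 10 counts in Input, and the alleles together a mean of at least 10 in the RNA libraries. The fits were tested on simulated counts drawn from the means and library sizes of the real libraries. Only 66 or 67 fragments or pairs were changed at each size, far fewer than were called in the data. This makes the adjusted threshold stricter than in the data. RNA and Input also shared 1 spread in the simulation. The shares recovered are therefore a rough guide only. In control activity over 59208 fragments, 50.7% of changes of 0.5, 94% of changes of 1 and 100% of changes of 2 (log2) were recovered. For IL1β at 6 h against control over 54168 fragments the shares were 6%, 37.3% and 87.9%, and for the allele effect in control over 27387 pairs 7.5%, 64.2% and 98.5%.

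Replicate numbers pair the RNA libraries, because the labels say that each experiment was divided into the 3 treatments. The deviations of libraries with the same number from their group means correlated at 0.037 to 0.229 over 9767 fragments, across 9 pairs of libraries, against −0.14 to 0.09 across 18 pairs with different numbers; fragments are not independent replicates. The fit with the replicate number as a block is an alternative. It called 5178 fragments at 6 h and 5225 at 24 h against control, and 3330 for 24 h against 6 h.

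Items named in the text follow a rule fixed in advance: past the threshold, a mean of at least 50 counts in Input, every replicate of one group beyond every replicate of the other (for alleles, each RNA ratio beyond the mean Input ratio), and then the 10 largest rises and 10 largest falls per comparison (for alleles, the 20 largest effects in control and 10 for each interaction). Examples outside this rule are marked as chosen after their values were seen. Sequence sets were fragments holding 1 of 26 consensus motifs on either strand, or lying in 1 of 5 bins (quintiles) of GC content. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with a correlation estimated from the data. A motif match is a match of sequence and does not show which protein binds. Whether the allele that holds a motif is the more active one was tested with an exact two-sided binomial test per motif with at least 10 pairs. The agreement of 2 pairs of fragments of the same variant, sharing no fragment, was tested by 100000 permutations of variants.

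The planned sets of fragments near listed genes needed an annotation of hg19, which is not used here. In its place, chosen after the data were seen, the fragment sequences were searched in the transcripts of GENCODE release 29 with seeds of 30 bases every 10 bases, at least 4 matching seeds and no more than 3 genes per seed. This gave 1806 windows matching an exon, 298 windows holding the start of a protein-coding transcript and 787 genes. Matches out of gene order along the chromosome by more than 20 genes were dropped, a step added after named fragments were seen beside genes of distant chromosome parts, which removed 19 of the exon matches; the transcript-start results depend on it. A fragment was assigned to a gene if it lay within 50 kb of a window matching that gene, in the coordinates of the table, which covered 8102 windows; "near" a gene has this meaning in the text, and a closer gene without a match can exist. The lists were inflammatory NF-κB targets (2 of 36 genes had a match), endothelial identity (6 of 40), coronary artery disease loci (28 of 52), blood pressure loci (6 of 32), smooth muscle and other cell types (4 of 23) and interferon genes (9 of 21). Since the assay reads reporter RNA, these lists describe where fragments come from, not the expression of the genes.

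The alternatives were library totals or the size factors of DESeq2 in place of TMM, the Wald test of DESeq2 1.42.0, no filter or a mean of at least 50 counts, only the groups compared or all 12 libraries in the fit, the replicate block, limma on log2 allele ratios, counts summed over the fragments of a variant, sets with the GC trend removed, and each library left out in turn. Alternatives added after the data were seen were scaling to the scrambled controls (for these controls alone also to their median), Input summed into 1, only the RNA libraries in the interaction, 1 fragment per window, 1 pair per variant, and subsets of the variants for their agreement; set tests on 24 h against 6 h were also added then.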

Results

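Reporter RNA was measured for 59976 DNA fragments in teloHAEC endothelial cells under 3 conditions, each with 3 replicate transfections: mock-treated control, 6 h of IL1β and 24 h of IL1β. IL1β is an inflammatory cytokine that activates the transcription factors NF-κB and AP-1. The plasmid pool was measured in 3 Input libraries. Total counts in control replicates 1 to 3 were 4615371, 2375959 and 3403125. At 6 h they were 2678473, 1731776 and 2380348, and at 24 h 4546815, 2209818 and 3043535. The Input libraries held 18533606, 19116110 and 20498220. The median count per fragment was 315 to 352 in Input, 25 to 47 in control, 14 to 20 at 6 h and 18 to 40 at 24 h. The 100 most abundant fragments took 0.36 to 0.39% of the counts of an Input library, 5.92 to 6.75% in control, 9.97 to 11.3% at 6 h and 6.90 to 9.07% at 24 h. Log2 counts of replicates correlated across fragments at 0.908 to 0.929 in control, 0.854 to 0.883 at 6 h and 0.894 to 0.922 at 24 h, and fragments are not independent replicates.

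The first comparison asked which fragments had regulatory activity in the mock-treated control cells. All RNA libraries came from cells electroporated with plasmid, so what that treatment itself adds to these activities cannot be told. Of the 10 largest rises over the plasmid, 5 were fragments holding the start of IFIT1, MX1, OAS3, IRF9 or IFI27, genes known from the interferon response. A fragment holding the transcript start of IFIT1, an antiviral protein induced by interferon (F07158, chromosome 10, 91152200 to 91152397), reached 2510 ± 269 (SD, n = 3) TMM-scaled CPM (counts scaled for library size) in RNA against 14.9 in the plasmid, a log2 ratio of 7.39 (SE 0.11, adjusted p = 2.8e-39). Fragments holding the starts of the antiviral genes MX1 (F35341, chromosome 21, 42792400 to 42792597) and OAS3 (F13780, chromosome 12, 113376120 to 113376317) had log2 ratios of 7.37 and 7.10, with 997 ± 109 and 1370 ± 93.2 CPM. A fragment near the start of IRF9, the DNA-binding subunit of an interferon-activated factor (F16124, chromosome 14, 24630300 to 24630497), had 6.84, and one holding that start (F16125, chromosome 14, 24630350 to 24630547) had 6.40. The start of the interferon-induced gene IFI27 (F17204, chromosome 14, 94576920 to 94577117) had 6.32. The start of LIPA, which encodes lysosomal acid lipase and lies within 50 kb of IFIT1, with a listed sequence antisense to the gene (F07174, chromosome 10, 91174150 to 91174347), had 6.56. A pair of fragments of 1 window near CSK, a tyrosine kinase gene (F18813 and F18812, chromosome 15, 75054768 to 75054965), had 7.20 and 6.75. F22775 (chromosome 17, 26595300 to 26595497), with matches to an AP-1 and an interferon response motif, had 6.77.

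At the other end, some fragments had no count in any control library. F31337 (chromosome 2, 152210545 to 152210742), at 18.1 CPM in the plasmid, was at least 50.4-fold lower in RNA, against a floor of 3 counts over the group. F53141 near LANCL2 (chromosome 7, 55438394 to 55438591) was at least 29.4-fold lower, and 3 fragments of a window on chromosome 12 (F14170, F14171 and F14167, 123591498 to 123591695) at least 27.3-fold, 24.7-fold and 18.4-fold lower. The other 5 fragments with the largest falls were also at 0 in control, with bounds from 16.1-fold to 34.0-fold.

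Of 59208 fragments tested in control, 15422 were above and 15364 below the plasmid, and 6964 and 4577 of them by more than 2-fold. They fell in 8804 and 8860 of 25183 windows. With Input summed into 1 library, 11186 were above and 8897 below. Relative to library totals in place of TMM, the median fragment stood at −0.67 and 7434 were above and 42172 below, so the direction of a weakly active fragment depended on the scaling. Of 100 scrambled controls, 15 were above and 35 below the plasmid, with a median log2 ratio of −0.18 and an SD of 0.57, against −0.05 and 1.09 for all fragments. Scaled to the scrambled controls, which moved their median to −0.12, 16 of them were above and 32 below. Relative to library totals, with a median of −0.81, 3 were above and 87 below.

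Fragments with a match to the AP-1 motif were above the plasmid in 57.1% of cases, against 23.7% of the rest (camera adjusted p = 1.16e-16; adjusted p = 0.116 with an estimated correlation). This and the 12 other calls on sequence sets named here were lost with an estimated correlation, where the lowest adjusted p = 0.116 with an estimated correlation. With the GC trend removed 8 of them passed; SP/KLF (0.41, its median going from 0.45 to −0.02), NRF1 (0.087), NRF2 (0.064) and CACC motifs (0.684) and the fragments richest in GC (0.969) did not. The shares above were 49.6% for STAT, 46.2% for SP/KLF, 44.7% for ETS, 44.1% for NF-κB, 43.0% for the interferon response element (ISRE/IRF) and 42.9% for CRE motifs, with adjusted p from 1.94e-06 to 0.00157. NRF1, SRF, NRF2 and CACC motifs and the fragments richest in GC also passed the test upward. Fragments with a ZEB/SNAIL motif, bound by repressors, passed downward, with 30.7% below the plasmid against 25.0% of the rest. Fragments holding a transcript start were above the plasmid in 61.4% of 621 cases against 25.7% of the rest (adjusted p = 7.45e-15; adjusted p = 0.0483 with an estimated correlation), and with the GC trend removed their median went from 0.86 to 0.31 (6.76e-05).

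Near the interferon genes, 71 of 179 fragments were above the plasmid and 37 below (72 and 37 adjusted over the list alone), which passed the set test upward (adjusted p = 0.0023; adjusted p = 0.0299 with an estimated correlation). With the GC trend removed its adjusted p was 0.0556. The other lists did not pass. Of 487 fragments near endothelial identity genes, 103 were above and 134 below (102 and 132 adjusted over the list alone; set test adjusted p = 0.531). Near coronary artery disease loci the counts were 458 and 360 of 1605 (456 and 357 adjusted over the list alone; 0.635), near blood pressure loci 88 and 52 of 265 (89 and 52 adjusted over the list alone; 0.45), and near genes of smooth muscle and other cell types 42 and 49 of 193 (42 and 48 adjusted over the list alone; 0.635). Near the NF-κB targets NFKBIA and EDN1, 6 of 17 fragments were above and 5 below (6 and 6 adjusted over the list alone), too few for the set test.

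Among the fragments named by the rule, starts of IFIT1, MX1 and OAS3 had the largest rises over the plasmid at both times of IL1β. At 6 h the starts of MX1 (F35341), OAS3 (F13780) and IFIT1 (F07158) had log2 ratios of 8.85, 8.79 and 8.75 over the plasmid, and IFIT1 reached 5660 ± 844 (SD, n = 3) CPM. A second MX1 window (F35343 and F35342, chromosome 21, 42797949 to 42798146) had 7.95 and 7.89. A fragment of the 5′ untranslated region of SHISA5, listed antisense to the gene (F37792, chromosome 3, 48514400 to 48514597), had 7.94. At 24 h the starts of IFIT1, MX1 and OAS3 had 7.87, 7.68 and 7.61, and fragments F05396 and F05395 (chromosome 10, 24672731 to 24672928), with NF-κB and AP-1 motifs, 7.10 and 7.07. F00067 (chromosome 1, 2186987 to 2187184), with a match to no motif of the list, had 7.45. At 24 h F21524 near CENPN and CMC2 (chromosome 16, 81026126 to 81026323) was at least 48.3-fold lower than the plasmid, and F31497 near COBLL1 (chromosome 2, 165528526 to 165528723) at least 44.9-fold lower. In all, 13138 fragments were above and 10702 below at 6 h, and 15093 above and 12909 below at 24 h. With Input summed into 1 library the counts were 8354 and 4155, and 10604 and 6557. Relative to library totals they were 5785 and 46370, and 6303 and 46432, with medians of −1.05 and −0.93. Scaled to the scrambled controls the 6 h counts were 11498 and 14655, with a median of −0.18. That scaling, by the summed counts of the controls, moved their own median at 6 h from −0.17 to −0.29.

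The second comparison asked which fragments changed activity after 6 h of IL1β. The largest rise was in a window on chromosome 10 (14053150 to 14053347) with matches to CEBP and RUNX motifs. Its fragment F05245 went from 13.4 ± 1.97 in control to 1190 ± 54.1 CPM (SD, n = 3 each), a log2 change of 6.47 (SE 0.19, adjusted p = 4.5e-40), and F05243 and F05244 rose by 6.21 and 6.15. F11987 and F11988 (chromosome 12, 9820477 to 9820674) rose by 5.53 and 5.22, and F01499 (chromosome 1, 56798004 to 56798201), with an AP-1 motif, by 5.39. F37110 (chromosome 3, 9121973 to 9122170), with NF-κB, AP-1 and CEBP motifs, rose from 10.4 ± 0.773 to 432 ± 90.3, and F31340 (chromosome 2, 152210629 to 152210826), with an NF-κB motif, from 41.3 ± 5.49 to 1540 ± 176. F37848 and F37844 (chromosome 3, 55191456 to 55191653), with an AP-1 motif, rose by 5.23 and 5.11. Falls were smaller. F01230 and F01227, overlapping fragments near GPBP1L1 and NASP, a histone chaperone gene (chromosome 1, 46094861 to 46095058 and 46094807 to 46095004), fell by 2.06 and 1.77, and F11642 (chromosome 12, 5978150 to 5978347), with ETS and ZEB/SNAIL motifs, by 1.74, from 86.3 ± 12.4 to 26.0 ± 4.46. With 1 library left out in turn, named fragments of this comparison lost their call in 7 instances. These were 1 without control replicate 1 and 2 without control replicate 3. Without 6 h replicates 1, 2 and 3 they were 1, 2 and 1.

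Fragments with an NF-κB motif rose in 33.9% of 1390 cases at 6 h against 5.97% of the rest (adjusted p = 8.26e-36; adjusted p = 0.0145 with an estimated correlation). ISRE/IRF motifs, with 21.2% against 6.19% (1.13e-05; adjusted p = 0.0312 with an estimated correlation), and STAT motifs, with 20.3% (1.13e-05; adjusted p = 0.0207 with an estimated correlation), also held. AP-1 (23.1% against 5.37%, 1.49e-07), CRE (17.4%, 1.48e-04) and SRF (16.5%, 0.00927) motifs passed, and were lost at adjusted p = 0.155, 0.128 and 0.128 with an estimated correlation. Near interferon genes 30 of 158 fragments rose and 2 fell (30 and 2 adjusted over the list alone), with adjusted p = 3.95e-05 (adjusted p = 0.0108 with an estimated correlation). Of these, 3 of 13 near MX1, 6 of 29 near IFIT1, 9 of 46 near OAS2 and OAS3, 3 of 5 near IRF9 and 2 of 3 near MX2 rose. Near OASL 4 of 49 rose, near IRF7 2 of 10 (median −0.22) and near IFI44L 1 of 3. Fragments holding a transcript start rose in 10.6% of 492 cases and did not pass (adjusted p = 0.777, median −0.04, mean 0.05); with 1 fragment per window, 18.1% rose and the set passed (0.014).

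The other lists did not pass at 6 h. Near endothelial identity genes 13 of 465 fragments rose and 10 fell (12 and 10 adjusted over the list alone; set test adjusted p = 0.721), with a median log2 of −0.01, a mean of 0.00 and a test statistic downward. Near coronary artery disease loci 69 of 1461 rose and 25 fell (67 and 22 adjusted over the list alone; 0.83), with a median of 0.00, a mean of 0.04 and a test statistic downward. Near blood pressure loci 5 of 236 rose and 3 fell (4 and 1 adjusted over the list alone; 0.721), with a median of 0.01, a mean of −0.01 and a test statistic downward. Near genes of smooth muscle and other cell types 6 of 166 rose and 1 fell (5 and 1 adjusted over the list alone; 0.83), with a median of −0.02, a mean of 0.03 and a test statistic downward. Of the 15 fragments tested near NFKBIA and EDN1, edgeR called 0, with 0 at an unadjusted p under 0.05, and DESeq2 called 0 (0 adjusted over the list alone).

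Over all 54168 fragments tested, 3620 rose and 1193 fell at 6 h, in 2338 and 908 of 23876 windows, and 2189 and 345 changed by more than 2-fold. Without control replicate 3 the counts were 3140 and 760, and with a mean of at least 50 counts 2598 and 1944. The balance also shifted with the scaling. Relative to library totals the median was −0.39, with 2306 up and 8885 down, and scaled to the scrambled controls −0.19, with 2748 up and 2697 down. The latter scaling used the summed counts of the controls, among them F59929, which rose by 3.88 at 6 h. It moved the median of the controls themselves from 0.01 to −0.18, away from 0. That shift therefore does not describe the typical control.

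**Figure D1:**
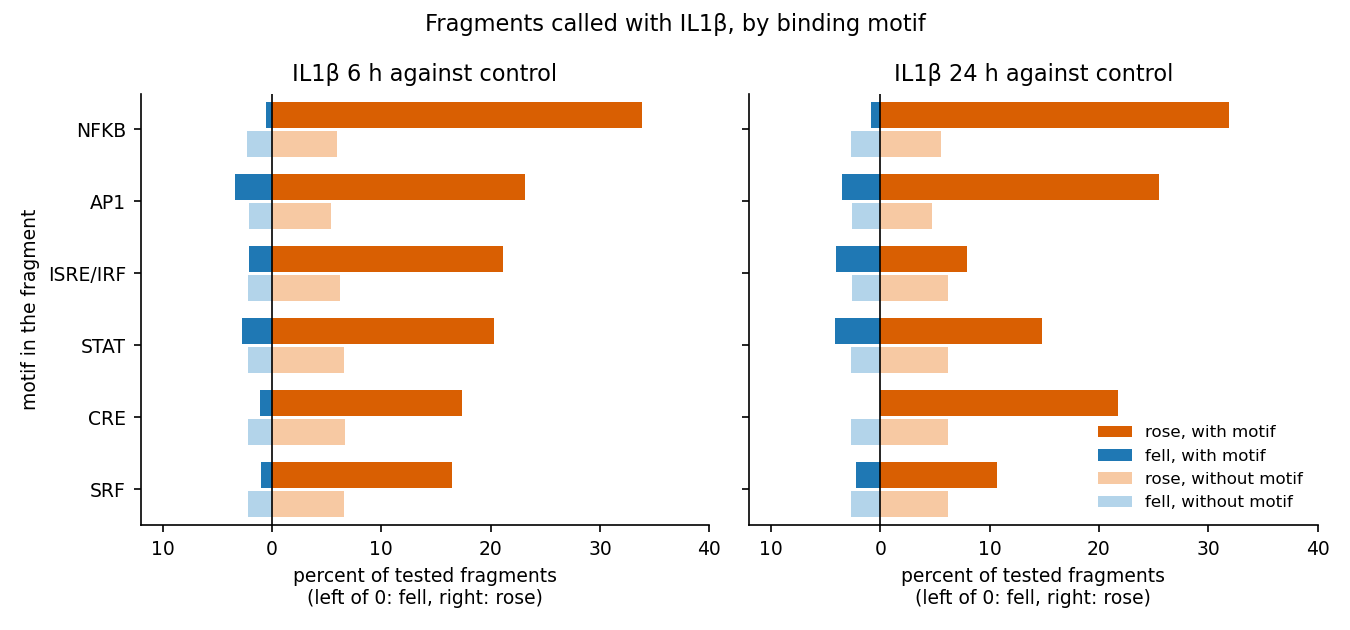
Percent of tested fragments that rose or fell with IL1β at 6 h and 24 h (bars, adjusted p under 0.05), for fragments with and without a match to each of 6 motifs. With an NF-κB motif 33.9% rose at 6 h and 31.9% at 24 h, against 5.97% and 5.57% of the rest. Relative to library totals or scaled to the scrambled controls the balance of all rises and falls at 6 h shifts downward. The latter scaling also moves the median of the controls themselves from 0.01 to −0.18.

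After 24 h of IL1β the largest rise was in F01124 (chromosome 1, 41393534 to 41393731), from 13.1 ± 0.545 in control to 674 ± 83.7 CPM (SD, n = 3 each), a log2 change of 5.68 (SE 0.20, adjusted p = 2.4e-36). F08526 (chromosome 11, 7245862 to 7246059), with an NF-κB motif, rose by 5.32, F05245 by 5.2, and F20034 (chromosome 16, 11299994 to 11300191), with a STAT motif, by 5.13. F18432 (chromosome 15, 62413598 to 62413795), with NF-κB, ETS, CEBP and STAT motifs, rose by 4.69, and F38052 (chromosome 3, 66519711 to 66519908), with AP-1 and ISRE/IRF motifs, by 4.68. F33966 (chromosome 20, 23044260 to 23044457), with an ETS motif, rose from 7.63 ± 2.97 to 210 ± 5.19. Among the falls, F54197 (chromosome 7, 150284344 to 150284541) fell by 2.30, from 36.7 ± 9.05 to 7.40 ± 1.22. F58692 and F58693 (chromosome 9, 123492862 to 123493059) fell by 2.04 and 1.90, F53177 (chromosome 7, 65772660 to 65772857) by 1.91 and F43896 (chromosome 4, 120991340 to 120991537) by 1.87; these 5 fragments hold a TEAD motif, but of all fragments with that motif 4.26% fell and 8.06% rose, and the set did not pass (adjusted p = 0.897). F05066 near AKR1C3, a ketosteroid reductase gene (chromosome 10, 5148355 to 5148552), fell by 1.85.

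Of fragments with an NF-κB motif, 31.9% rose at 24 h against 5.57% of the rest (adjusted p = 1.78e-36; adjusted p = 0.00764 with an estimated correlation). AP-1 (25.5% against 4.71%, 7.72e-13), CRE (21.7%, 9.11e-05) and STAT (14.8%, 0.0443) motifs passed, and were lost at adjusted p = 0.0906, 0.12 and 0.0934 with an estimated correlation. The STAT set had a median of −0.02 and a mean of 0.17, and its adjusted p was 0.316 with the GC trend removed. Near interferon genes 11 of 158 fragments rose and 3 fell (11 and 3 adjusted over the list alone; adjusted p = 0.904). Near endothelial identity genes the counts were 17 and 10 (13 and 8 adjusted over the list alone), near coronary artery disease loci 53 and 45 (44 and 38 adjusted over the list alone), near blood pressure loci 6 and 5 (5 and 4 adjusted over the list alone) and near genes of smooth muscle and other cell types 3 and 0 (1 and 0 adjusted over the list alone), each with a set test adjusted p of 0.672. For the endothelial, coronary artery disease and smooth muscle lists the statistic was downward while the mean log2 was 0.02, 0.01 and 0.02. For the smooth muscle list 12 fragments had an unadjusted p under 0.05 in edgeR, and DESeq2 called 2 rises and 1 fall. Of the 15 fragments near NFKBIA and EDN1, edgeR called 0, with 1 at an unadjusted p under 0.05, and DESeq2 called 0 (0 adjusted over the list alone). In all 3385 fragments rose and 1437 fell, in 2247 and 1018 windows, and 1803 and 422 by more than 2-fold. Relative to library totals the median was −0.27, with 2274 up and 4941 down.

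The changes at 6 h and 24 h overlapped: 2126 fragments rose at both times, where independent lists of these sizes would share 226.2, and 531 fell at both, where they would share 31.7. A further 35 were called in opposite directions. The log2 changes at both times correlated at 0.669 across 54168 fragments. Because both changes use the same 3 control libraries, 20 sets of counts were simulated without any effect of IL1β; there the mean correlation was 0.42, and no simulated fragment was called at both times. The covariance was 0.179, against 0.035 in the simulations. The 3 control libraries cannot be divided with at least 2 for each change, so part of the excess may come from the shared controls.

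**Figure D2:**
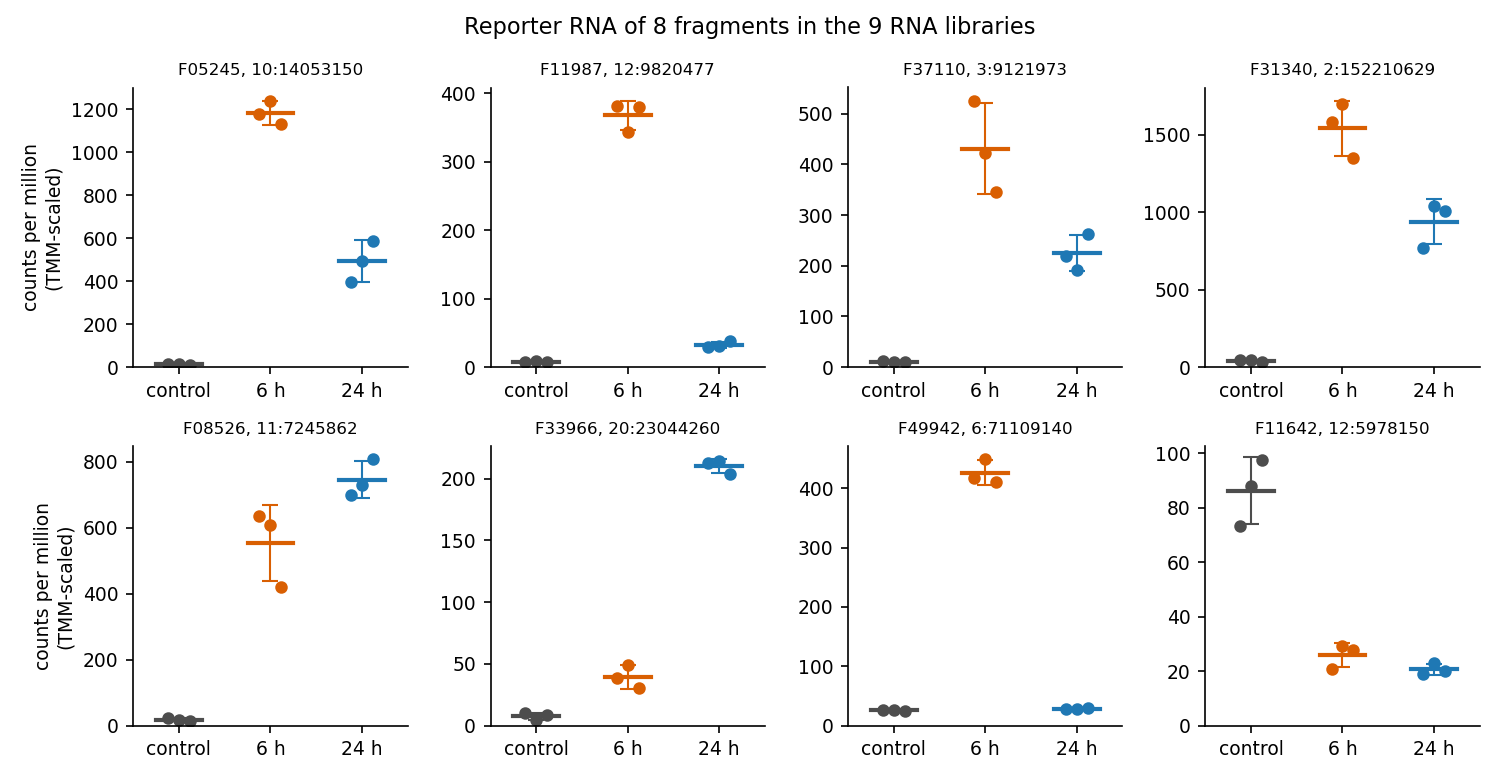
TMM-scaled CPM of 8 fragments in each of the 9 RNA libraries (points), with the mean and SD of each group of 3. F05245 stands at 13.4 in control and 1190 at 6 h, and F49942 at 427 at 6 h and 28.7 at 24 h.

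The direct comparison of 24 h with 6 h asked which fragments differed between these groups. The labels state a harvest at 48 h after transfection, but when the 6 h stimulus began is not given. A difference in time since transfection between the 6 h libraries and the others therefore cannot be excluded, here or against control. In a window near FAM135A (chromosome 6, 71109140 to 71109337) the fragments F49942, F49941 and F49943 were lower at 24 h by 3.89, 3.68 and 3.49, F49942 at 28.7 ± 1.29 against 427 ± 20.9 CPM (SD, n = 3 each). F37197 and F37196 (chromosome 3, 12274494 to 12274691), with ISRE/IRF and CEBP motifs, were lower by 3.76 and 3.75, F31675 (chromosome 2, 176750233 to 176750430), with NF-κB and ISRE/IRF motifs, by 3.52, and F11987 by 3.5. F34405 and F34406 (chromosome 20, 46654637 to 46654834), with ISRE/IRF and FOX motifs, were lower by 3.11 and 3.07. Fragments higher at 24 h included F33965 and F33966 (chromosome 20, 23044260 to 23044457), by 2.60 and 2.44, F12661 and F12660 near the glutaminase gene GLS2 (chromosome 12, 56825701 to 56825898), by 1.91 and 1.84, and F13267 near DUSP6, a phosphatase gene of the ERK pathway (chromosome 12, 89783915 to 89784112), by 1.85.

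Fragments with an ISRE/IRF motif fell from 6 h to 24 h in 17.4% of cases against 2.67% of the rest (adjusted p = 3.84e-12; adjusted p = 0.0127 with an estimated correlation). Near interferon genes 27 of 158 fragments fell and 1 rose (29 and 1 adjusted over the list alone), against 3.11% falls of the rest (adjusted p = 2.72e-09; adjusted p = 0.00195 with an estimated correlation). STAT (11.5% fell, 0.0318), SRF (8.25%, 0.0318) and SP/KLF (6.39%, 0.0494) motifs passed, and were lost at adjusted p = 0.114, 0.14 and 0.0932 with an estimated correlation; with the GC trend removed SP/KLF was at 0.272. Fragments holding a transcript start passed only with 1 fragment per window, where 14.4% fell (adjusted p = 9.47e-05; 0.256 over all fragments). The endothelial (7 rose and 7 fell; 6 and 6 adjusted over the list alone), coronary artery disease (12 and 43; 11 and 41 adjusted over the list alone) and smooth muscle lists (0 and 2; 0 and 2 adjusted over the list alone) had adjusted p = 0.697, and the blood pressure list (2 and 3; 1 and 3 adjusted over the list alone) 0.998. For the blood pressure and smooth muscle lists the median log2 was 0.01 and 0.01 and the mean −0.01 and −0.02. For the smooth muscle list 17 fragments had an unadjusted p under 0.05 in edgeR, and DESeq2 called 0 rises and 2 falls. Of the 15 fragments near NFKBIA and EDN1, edgeR called 0, with 0 at an unadjusted p under 0.05, and DESeq2 called 0 (0 adjusted over the list alone). In all 1215 fragments were higher and 1708 lower at 24 h, 413 and 767 by more than 2-fold. Scaled to the scrambled controls the median was 0.16, with 2187 up and 1173 down, and relative to library totals 0.12, with 1942 up and 1334 down. The former scaling moved the median of the controls themselves from −0.07 to 0.1.

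The next comparison asked which base differences changed activity in control cells. Among the 20 largest allele effects, the most precise were P26239 (chromosome 8, 8483372 to 8483569), where the second allele of G99C was lower by 5.05 (log2, SE 0.16, adjusted p = 1.2e-47), and P08564 (chromosome 15, 41352814 to 41353011), where that of G99C was lower by 4.79 (SE 0.15, adjusted p = 5.1e-49). In both the first allele was far above the plasmid, at 4.40 and 4.49, and the second near it, at −0.68 and −0.33. In the other 18 pairs 1 fragment stood below −4, nearly absent from RNA. In A99G of P06274 (chromosome 12, 77491976 to 77492173) the control counts were 97 for the second and 2 for the first allele, which relative to Input is a ratio of 202 (95% interval of the control counts 54.5 to 1690, Clopper-Pearson). In G99T of P15087 near COBLL1 (chromosome 2, 165528526 to 165528723) the first allele was higher by a ratio of 80.4 (27.2 to 392), with 3 counts for the second. In G2A of P17122 in the 5′ untranslated region of USP18, a protease that removes ISG15 (chromosome 22, 18640202 to 18640399), the second was higher by a ratio of 42.7 (14.2 to 210), with 3 counts for the first, which holds a splice donor hexamer as listed that the second lacks. T86C of P18122 near TRAK1 (chromosome 3, 42227067 to 42227264) had a log2 effect of −5.82. Where such a variant had another pair sharing no fragment, that pair was not called: T172C of P03775 (chromosome 10, 116132075 to 116132272) at −6.90, T99G of P03776 at −5.86, A130G of P00653 (a ratio of 53.4, 17.9 to 261, with 3 counts for the second allele), C157T of P24226 at −4.80 and P17122 had other pairs with sizes from 0.02 to 0.18. P03775 and P03776 share their second fragment, so both effects rest on the same lost fragment. P21144 and P21145, also among the 20 pairs, share their first fragment.

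Of 27387 pairs tested, 1663 had a more active second and 1667 a more active first allele in control (12.2%), 676 and 691 by more than 2-fold, and the median size of the called effects was 0.89. At 6 h the counts were 1582 and 1682, and at 24 h 1870 and 1977. With Input summed into 1 library the calls fell to 1441 in control, 1775 at 6 h and 1878 at 24 h. Pairs of identical sequence under different barcodes, 48 with 1 per window, give the background: 4 were called in control (8.33%, Clopper-Pearson 95% interval 2.32 to 20), against 12.2% of allele pairs (two-sided Fisher's exact p = 0.51), and 14.6% at 6 h and 14.6% at 24 h, against 11.9% and 14%. With Input summed into 1 library, 2 of the 48 (4.17%) were called in control, against 5.26% of allele pairs.

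Of 19 motifs with enough pairs, 5 passed the test of allele effects in control, 4 of them with the motif allele more active, and 14 did not. Where exactly 1 allele held an AP-1 motif, that allele was the more active one in 88.0% of 209 pairs in control (adjusted p = 7.78e-30, binomial test), 84.7% at 6 h and 88.5% at 24 h, with medians of 0.83, 1.18 and 1.22. Examples, chosen after their values were seen, were G99A of P06535 (chromosome 12, 111831895 to 111832092), which loses the motif, at −3.59, and C99T of P05132 near CASP1, an inflammatory caspase gene (chromosome 11, 104918034 to 104918231), which gains it, at 3.59. For ETS motifs the share was 64.2% of 159 pairs (0.00212), 67.3% (1.46e-04) and 70.4% (2.53e-06) in control, at 6 h and at 24 h; an example chosen after its values were seen is T99C of P16201 (chromosome 20, 15683926 to 15684123), at −2.71. In control ISRE/IRF, with 70.0% of 60 pairs (0.0101), and FOX, with 76.6% of 47 (0.00212), also passed; at 6 h and 24 h their shares were 61.7% and 58.3%, and 59.6% and 63.8%, and did not. Over called pairs alone, FOX passed in control (0.00342) and ISRE/IRF did not (73.3% of 15, 0.184). At 6 h ISRE/IRF (87.5% of 16, 0.00956) and FOX (100% of 10, 0.00521) passed there, and at 24 h neither did (0.0771 and 0.102). The allele with a ZEB/SNAIL motif was the more active in 34.1%, 41.8% and 37.7% of 273 pairs (1.46e-06, 0.0362 and 3.79e-04). For NF-κB the share was 72.1% of 43 pairs at 6 h (0.0342), and 65.1% in control and at 24 h (0.179); the difference between conditions was not tested. For SOX motifs the share was 66.9% of 124 pairs at 24 h (9.68e-04). In control it was 56.5% (0.338) and at 6 h 54.8% (0.512), and did not pass. With 1 pair per variant the calls at 6 h of NF-κB (71.8% of 39 pairs, adjusted p = 0.0559) and ZEB/SNAIL (41.9% of 253, 0.0559) were lost.

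A variant measured in 2 pairs that share no fragment allows a test within the library. Of 2093 such variants, both pairs had the same sign in 54.6% (95% interval 52.4 to 56.7; permutation p = 3e-05 for the sign), with Pearson r = 0.28 (permutation p = 1e-05, the smallest these permutations can give) and Spearman rho = 0.18 across variants, which are not independent replicates. Where both pairs were called (121 variants) the share was 87.6% (80.4 to 92.9) with r = 0.79; where 1 was called (370) it was 55.1% and where neither was (1602) 51.9%. If the first pair was called, the second was in 40.6% of 298 variants, against 10.8% of 1795. Examples, chosen after their values were seen, were the variant of G183A and G103A in P18657 and P18659 on chromosome 3, which gains an AP-1 motif, at 2.31 and 2.20, and the variant of T194C and T99C in P22654 and P22656 in the 3′ untranslated region of NQO2, a quinone reductase gene, at 1.99 and 2.13.

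**Figure D3:**
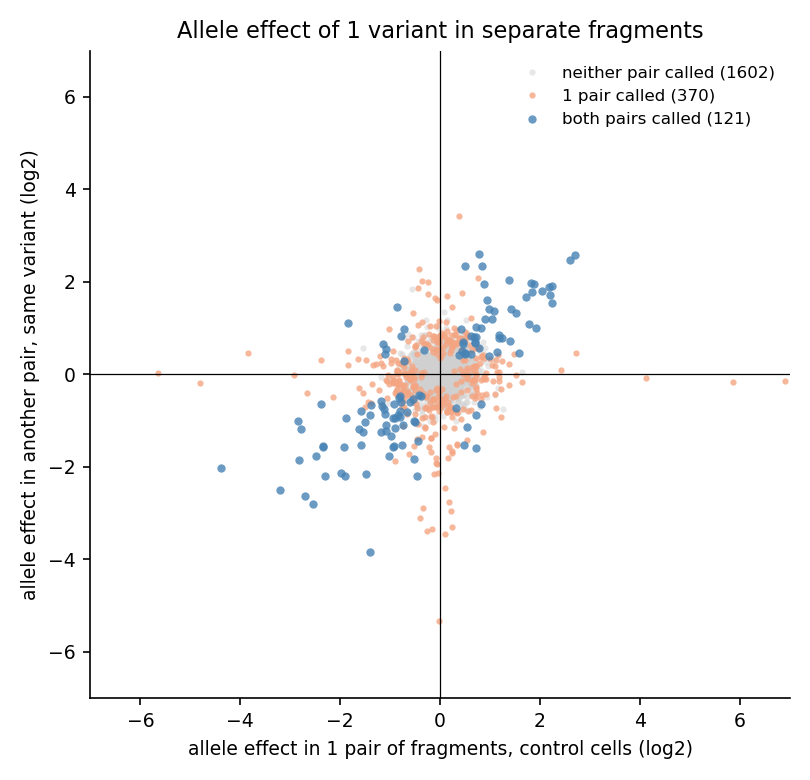
Log2 allele effects in control of 2 pairs of fragments of the same variant, 1 pair on each axis, for 2093 variants; the colour gives whether neither pair (1602), 1 pair (370) or both pairs (121) were called. Both effects have the same sign in 87.6% of the variants with both pairs called and in 51.9% of those with neither.

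The last comparison asked which allele effects depended on IL1β. G99A of P00600 (chromosome 1, 41393534 to 41393731), in the window of F01124, had an allele effect of 0.06 in control, −2.95 at 6 h and −2.88 at 24 h, a difference from control of −3 (SE 0.22, adjusted p = 1.3e-19) and −2.93. G99A of P07472 (chromosome 13, 101013933 to 101014130), which loses an AP-1 motif, went from −0.34 to −3.34 and −2.88. G99T of P18545 (chromosome 3, 99353887 to 99354084), which loses an NF-κB motif, went from −1.74 to −4.30 and −4.37. C100T of P19315 (chromosome 3, 162183363 to 162183560) went from 0.22 to 2.81 at 6 h, and G12A of P05030 near TMEM123 (chromosome 11, 102307955 to 102308152) from −0.01 to −2.69 at 24 h. G99C of P25645 (chromosome 7, 99893050 to 99893247), which gains a CEBP motif, was 2.40 higher at 24 h than in control, and G99C of P27274 (chromosome 8, 133847592 to 133847789) 2.38 lower. An NF-κB example chosen after its values were seen is A99G of P13641 (chromosome 2, 16031390 to 16031587), at 1.44 in control, 3.49 at 6 h and 3.42 at 24 h. In all 240 pairs were higher and 272 lower at 6 h than in control (1.87% of 27387), and 273 and 298 at 24 h (2.08%). With Input summed into 1 library 374 and 386 pairs were called. Of the 48 pairs of identical sequence, edgeR called 0 at 6 h, with 5 at an unadjusted p under 0.05, and 1 at 24 h.

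**Figure D4:**
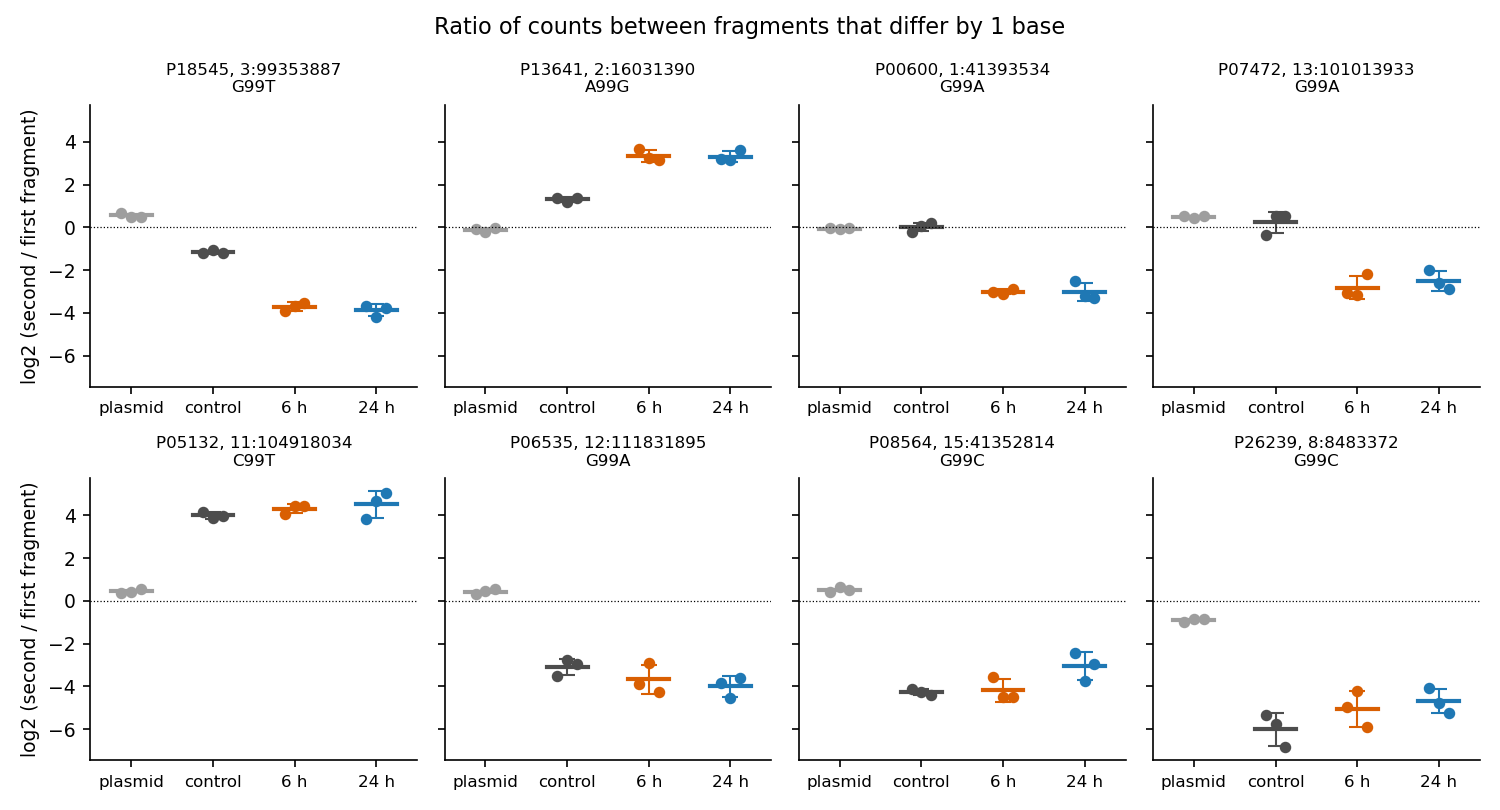
Log2 ratio of the second over the first allele in each library (points), for 8 pairs in the plasmid, in control and at 6 h and 24 h of IL1β, with the mean as a line and the SD of the 3 RNA libraries of a group as a bar. P00600 stands near 0 in control and near −2.95 at both times of IL1β.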

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

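The tests of sets on 24 h against 6 h, the gene anchors behind the interferon list, and the fits with Input summed into 1 library or with only the RNA libraries were chosen after the data were seen; the others here were planned. Each result below drew attention because effects at 6 h and 24 h, or of an allele with and without IL1β, differed in a test of the difference itself, and none was weighed further.

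Between 24 h and 6 h of IL1β, 2923 fragments differed. The highest count of the other 9 splits of these 6 libraries was 1, and 10 splits are too few for a share under 0.05. Here and below the other splits mix the groups compared, so a real difference adds spread to them. They do not show the count without a difference. Fragments with an ISRE/IRF motif had a median change of −0.16 from 6 h to 24 h, and fragments near interferon genes of −0.10.

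The largest late rises were F33965 and F33966 (2.60 and 2.44, ETS motif), F31952 (2.15), F20677 and F12661 (1.91 and 1.91, the latter near GLS2), F13267 near DUSP6 (1.85), F30315 near MRPS9, F12660 and F15960 (1.84, 1.84 and 1.84) and F13891 (1.82). Without replicate 2 at 24 h F31952 (1.70) and F13891 (1.73) were no longer called, and F13891 was also lost without replicate 3 at 24 h (1.71) and without replicates 1 (1.15) or 3 (2.16) at 6 h. The largest falls from 6 h were F49942, F49941 and F49943 near FAM135A (−3.89, −3.68 and −3.49), F37197 and F37196 (−3.76 and −3.75), F31675 (−3.52), F11987 (−3.5), F34405 and F34406 (−3.11 and −3.07) and F55524 (−3.10).

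At 6 h the allele effect differed from control in 512 pairs, with 2 as the highest count of other splits. The largest differences were T12C of P24401 (−3.05), G99A of P00600 (−3), G99A of P07472 (−3, AP-1 motif lost), T99C of P28202 (−2.88), C100T of P19315 (2.60), T99C of P28154 (−2.59), G99T of P18545 (−2.56, NF-κB motif lost), T99G of P10644 (−2.52), C99G of P19901 near MAEA (−2.51) and C22T of P02236 near the angiotensinogen gene AGT (2.5). Of these, 4 lost their call without 1 library. Without control replicate 1 P24401 was −2.70, P28154 −1.86, P19901 −2.88 and P02236 2.23; without 6 h replicate 1 they were −2.73, −2.18, −2.30 and 2.15. P19901 was also lost without control replicate 3 (−2.32) or 6 h replicate 2 (−2.41), and P02236 without control replicate 3 (2.59) or 6 h replicate 3 (2.04). P02236 was further lost with Input summed into 1 library (2.5, adjusted p = 0.067), with limma on log2 ratios (2.01) and with only the RNA libraries in the fit (2.46), where P19901 (−2.47) was lost too.

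At 24 h the allele effect differed from control in 571 pairs, with 2 as the highest count of other splits. Of 48 pairs of identical sequence, 2.08% were called at 24 h and 0% at 6 h, against 2.08% and 1.87% of allele pairs. The largest differences were G99A of P00600 (−2.93), C99G of P19901 (−2.90), G12A of P05030 near TMEM123 (−2.68), C99T of P19727 near TMEM175 (−2.67), G99T of P18545 (−2.62), G99A of P07472 (−2.54), G15T of P16812 near MAP3K7CL (−2.43), G99C of P25645 (2.40, CEBP motif gained), G99C of P27274 (−2.38) and T99C of P00279 near ATP13A2 and MFAP2 (2.34). P16812 lost its call without control replicate 2 (−2.04) or 24 h replicate 3 (−2.08).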

How the results depend on the processing

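The tests with Input summed, scaling to the scrambled controls, 1 fragment per window, 1 pair per variant, subsets of variants, locus sets and sets on 24 h against 6 h were chosen after the data were seen. Input summed gave 20083, 12509 and 17161 active or silent fragments in control, at 6 h and at 24 h, and 1441, 1775 and 1878 allele calls. Library totals gave 49606, 52155 and 52735, and 11191 for IL1β at 6 h, with the shifts of all fragments given beside each comparison. With an estimated correlation 0, 3, 1 and 1 sequence sets passed (control activity, 6 h, 24 h, 24 h against 6 h), and 8 in control activity with the GC trend removed. With 1 fragment per window 2 locus sets passed at 6 h and 2 in 24 h against 6 h. At 6 h, 7 motifs passed for alleles over called pairs alone and 2 with 1 pair per variant. Variants with neither pair called had the same sign in 51.9%. Beyond what these constructions show, the cause was not tested. Without each library in turn, counts ranged for activity from 26298 to 29324 (control), 19886 to 22592 (6 h) and 23081 to 26890 (24 h), for IL1β from 3900 to 4756 (6 h), 3854 to 5156 (24 h) and 2255 to 2880 (24 h against 6 h), and for alleles from 2430 to 3448, 2407 to 3326 and 2746 to 3997, and 355 to 529 and 422 to 622 for the differences from control. Over 160 named items, 2567 of 2597 values under alternatives kept direction and call, 30 kept direction only and 0 turned. The planned gene sets from an annotation of hg19 were not run. Small changes can be missed: 37.3% of simulated changes of 1 (log2) were recovered at 6 h, in a simulation with far fewer changed fragments than were called in the data.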

Other observations

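Of the tests here, those on barcodes, identical sequences, splice donors and poly(A) signals were chosen after the result was seen, so that their conclusions are hypotheses, and those on scaling to the scrambled controls or to their median, variants with both pairs called, locus sets and sets in 24 h against 6 h were chosen after the data were seen. By level of the more active allele, 3.86% of 11799 pairs were called where the more active allele stood at or below the plasmid, 9.9% where it stood above by up to 1 (log2) and 46.2% where it stood higher; an effect itself raises that allele, and more counts give more power, so this split does not test whether activity matters. By position, 11.4% of pairs with the variant in the first or last 37 bases were called, 12.3% of those with it between, and 13.3% of those with it at the central base. Activity of located fragments in control rose with GC content by 0.185 log2 per 10% GC (95% interval 0.176 to 0.193), and the richest quintile stood 0.33 above the rest, or 0.27 without transcript starts and GC-rich motifs; this was not weighed further once the scrambled controls were found to share a GC content of 49.5%. The scrambled control F59929 rose by 3.88 (SE 0.22, adjusted p = 5.92e-25) at 6 h and 1.68 at 24 h of IL1β, from counts of 47, 19 and 31 in control to 377, 176 and 171 and to 134, 45 and 71; of the motifs listed it holds GATA. Of 99 scrambled controls tested, 5 rose at 6 h and 0 fell, and 3 rose and 2 fell at 24 h. The balance at 6 h depended on the scaling, with 3 up and 2 down scaled to the scrambled controls and 1 up and 8 down relative to library totals. The former scaling, by summed counts that include F59929, moved the median of the controls at 6 h from 0.01 to −0.18. At 24 h library totals gave 2 up and 8 down.

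Pairs differing by 1 base were called at a share near that of pairs of identical sequence. A mean effect of each barcode, the same in every fragment, is argued against as the whole cause. Such effects spanned 0.09, against a median size of 0.89 for called pairs, and 94.9% of these stayed beyond the same limit once they were removed. A barcode effect that differs between fragments was not tested. Differences between oligos outside their sequence cannot be told apart from the base difference for a single pair, since 8.33% of 48 identical pairs were called, with an interval that holds the 12.2% of allele pairs. Where both pairs were called, 87.6% of variants had the same sign, which goes with the base difference itself as a cause there. Of the 298 variants whose first pair was called, 67.8% had the same sign. Where exactly 1 pair was called the share was 55.1%. For variants measured in 1 pair the cause stays open.

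Of 100 scrambled controls, 15 stood above the plasmid in control. The scaling is argued against as the whole cause, since 16 did so when libraries were scaled to the scrambled controls. With their median set to 0, 21 (13.5 to 30.3%) were called above and 21 below. Centring itself balances these counts, so only that some stay above bears on the scaling. How many stand above still depends on it: relative to library totals, with their median at −0.81, 3 did so and 87 stood below. Motifs that arose by chance cannot be told apart from other sources: of the 15 controls above, 4 (26.7%) held 1 of 6 motifs of activators, against 7 of 85 (8.24%), with a two-sided Fisher's exact p of 0.0581. The design names no group that gives a further biological explanation, so no other was tested.

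Over all, 193 of 57373 fragments (0.336%) in 140 windows were below −4 (log2) in control, and in 26 pairs (25 windows) 1 fragment was so while its partner, 1 base different, was not. Such fragments held a splice donor hexamer as listed (the strand read into the RNA is not given) in 21.2% of cases, against 7.40% of 46407 fragments near the plasmid (two-sided Fisher's exact p = 9.1e-10), and a poly(A) hexamer on the other strand in 38.3% against 20.4% (9.7e-09). For a donor on the other strand the shares were 8.81% and 7.94% (Fisher's exact p = 0.59). For a poly(A) hexamer as listed they were 26.4% and 21.7% (Fisher's exact p = 0.12). These tests count fragments of 1 window as independent, so their p-values overstate the evidence. A donor made or removed by 1 base is argued against as the whole cause on either strand, since the fragment with it was the lower one in 51.4% of 142 pairs as listed (42.9 to 59.9) and 41.1% of 151 on the other strand (33.1 to 49.3), and 1 and 0 of the 26 lost fragments held a donor that the partner lacked (up to 19.6% and 13.2%), the former in P17122. For that fragment a donor stays open, although another pair of its variant, sharing no fragment, was not called. For poly(A) signals the shares were 55.6% of 214 (48.7 to 62.4) and 54.5% of 209 (47.5 to 61.4), which leave a part open, and 0 and 1 of the 26 held 1 that the partner lacked (up to 13.2% and 19.6%), the latter in P06274 on the other strand. Of 6 other pairs with the same base difference, sharing no fragment, 3 had the same sign (50%, 11.8 to 88.2) and 0 were called. Their median size was 0.16 against 5.33. For these variants the sizes argue against an effect of the base that recurs in other fragments. Where no such pair was measured, a defect of the fragment or its plasmid outside the listed sequence cannot be told apart from an effect of the base.

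For each comparison of 3 libraries with 3, the calls were counted in all 10 splits of the 6 libraries, which are too few for a share under 0.05. Every other split also mixes the groups, so a real difference between them becomes spread within the split groups and part of it stays between them. Counts of 0 in those splits therefore do not show how many calls arise without a difference, and no conclusion is drawn from them. In 18 of the 19 results only the real split, 1 of 10, gave as many; for locus sets at 24 h, with 0 in the real split and 0 as the highest other, all 10 did. Real and highest other counts were 30786 and 0 for activity in control, 23840 and 0 at 6 h, 28002 and 0 at 24 h, 4813 and 0 for IL1β at 6 h, 4822 and 0 at 24 h, and 3330, 3264 and 3847 with 0 each for alleles. For sequence sets they were 13 and 11 in control activity, 6 and 3 at 6 h, 4 and 3 at 24 h and 4 and 1 in 24 h against 6 h; for locus sets 2 and 1, 1 and 0, 0 and 0, and 1 and 0.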
